A study of Populus euphratica with 9 samples. Its data were reported in "Exploration of ABA Responsive miRNAs Reveals a New Hormone Signaling Crosstalk Pathway Regulating Root Growth of Populus euphratica" (2018).

How the data were processed

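Small RNAs were measured in 9 root libraries of *Populus euphratica*, a poplar studied for its tolerance of drought and salinity. The plants were 1-year-old plantlets in pots in a greenhouse. Control roots (CR) came from pots watered without hormone. The other pots received 1 L of a 300 µM solution of abscisic acid (ABA), a plant stress hormone. Roots of these pots were collected after 1 day (SR, short-term treatment) or after 4 days (LR, long-term treatment). Each group had 3 libraries, and the groups were taken from the labels. The stem libraries of the same study were not analysed here.

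Per the study's methods, the authors extracted total RNA, prepared libraries with a small RNA kit, sequenced them on an Illumina HiSeq and removed adapters and low-quality reads. The reads were aligned with bowtie to the *P. euphratica* genome without mismatches. Known miRNAs were annotated with the names of *P. trichocarpa* miRNAs in miRBase, and others were predicted with miREvo and miRDeep2. For each library, the authors deposited the raw read count of 263 mature miRNAs, of which 162 carry the name of a known miRNA (prefix ptc) and 101 are numbered predictions (prefix novel_).

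Beside each count, the authors deposited a normalised value in TPM, a scale on which each library sums to 1000000. The study's methods name clean reads as the denominator, but the deposited TPM equalled the count divided by the summed counts of the 263 miRNAs and multiplied by 1000000, with a largest deviation of 4.98e-05. TPM was therefore a relative abundance within the miRNA counts of a library, and a rise of one abundant miRNA lowered the TPM of all others. Replicates were not pooled. A read matching several members of a family may be split or counted in several rows. Members with near-identical mature sequences, such as miR396a and miR396c, are therefore uncertain as single items. Mature sequences and genomic positions were not used here.

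The depth was low. The summed counts ranged from 27427 (LR replicate 2) to 134952 (LR replicate 1), and 1 read was worth 7.41 to 36.5 TPM. A miRNA with 3 counts made up 0.0109% of the smallest library and 0.00222% of the largest. Wilson intervals at the 95% level are given for shares of single libraries. Intervals and floors cover counting error only, since the reads carried no molecular identifiers.

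The raw counts were tested with edgeR 4.0.16 in R 4.3.3. Library sizes were the summed counts of all listed miRNAs multiplied by TMM factors. A fit with library sizes summed over the tested miRNAs only had been examined first and was kept as an alternative. Of the listed miRNAs, those with at least 10 counts in at least 3 libraries were kept. A quasi-likelihood F-test was fitted to all 9 libraries with the group as the only term, so that the groups shared one estimate of the spread. SR vs. CR, LR vs. CR and LR vs. SR were tested as contrasts, and a test with 2 degrees of freedom asked whether a miRNA differed among the 3 groups at all. P-values were adjusted by the Benjamini-Hochberg method over the tested miRNAs. A miRNA was called changed at an adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the study. The study ran a DESeq2-type test, which was kept as an alternative. Standard errors of log2 fold changes were the absolute fold change divided by the square root of F.

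Agreement between libraries was measured on log2(CPM + 1) with TMM library sizes, where CPM are counts scaled to a library total of 1000000. The mean Euclidean distance between libraries of different groups minus that within groups was set against all 280 splits of the 9 libraries into 3 groups of 3 (exact permutation test, one-sided). Shares of counts and numbers of detected miRNAs were compared between groups with two-sided exact permutation tests in scipy 1.17.1. With 3 libraries against 3 the smallest possible p-value is 0.1.

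The edgeR procedure was tested on 20 simulated data sets per setting, with the abundances, dispersions and library sizes of the real libraries and 20 miRNAs changed by a known amount. It recovered 1.75% of changes with a true log2 fold change of 1, 40.2% at 2, 85.2% at 3 and 92.8% at 4. With no true change it made 0.05 calls per data set. The simulated miRNAs varied independently, so deviations shared by many miRNAs of a library were not represented. False calls may therefore be more frequent in the real libraries.

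The miRNAs named below followed a rule fixed before the data were examined. It took the miRNAs the study set beside target genes by RT-qPCR in roots together with miR477a-5p, which the study links to gibberellin signalling, the 2 miRNAs with the smallest p-value in any comparison without a changed miRNA, and the 3 with the most counts. Of the first set, miR395a, miR408-3p, miR477a-5p and miR530b were found by name, and miR390-5p and miR394-5p were taken as ptc-miR390a and ptc-miR394a-5p. The study gives its own *P. euphratica* names, whose member letters need not be those of *P. trichocarpa*. Its predicted miRNAs and miR477b were not matched by name. Alternatives covered the normalisation (no TMM factors, RLE factors, clean or mapped reads of the study as library size), the filter, the test (DESeq2 1.42.0, and limma 3.58.1 on log2(TPM + 1)), the samples in the fit, a replicate block, the thresholds and leaving out each library in turn. Further alternatives were chosen after seeing the data, and those with unadjusted p-values, with pooled counts or with DESeq2 without a filter were added once the count of changed miRNAs was seen to be lower than in the study.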

Results

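To see how root miRNAs responded to ABA, the read counts of 263 mature miRNAs were compared among 9 small RNA libraries, with 3 control libraries (CR), 3 libraries collected 1 day after ABA (SR) and 3 collected 4 days after ABA (LR). The libraries held 571154 miRNA counts in total. The summed counts of replicates 1, 2 and 3 were 35587, 46458 and 70271 in CR, 79822, 88624 and 56086 in SR, and 134952, 27427 and 31927 in LR. The largest library was 4.92 times as deep as the smallest. In total, 238 miRNAs had at least 1 count in at least one library, comprising 142 known and 96 predicted miRNAs, and 105 were present in all 9 libraries. The filter left 97 miRNAs, 63 known and 34 predicted, which held 99.6% of all counts.

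The number of miRNAs detected per library was 177 ± 6.08 in CR, 175 ± 15.9 in SR and 172 ± 22.6 in LR (SD, n = 3 each). On the full libraries the differences between groups were smaller than the spread between replicates, with two-sided exact permutation p-values of 1 (SR vs. CR), 0.7 (LR vs. CR) and 0.9 (LR vs. SR), each 1 after adjustment over the 3 comparisons. Detection depended on the depth. When every library was drawn down at random to the smallest total, the number was 160.0 ± 6.95 in CR, 145 ± 7.93 in SR and 155 ± 11.9 in LR (SD, n = 3 each). At this equal depth every SR library (136 to 149.95) lay below every CR library (152.05 to 165). The exact permutation p-value for SR vs. CR was then 0.1, the smallest that 3 against 3 libraries can give, or 0.3 after adjustment over the 3 comparisons, and that for LR vs. CR was 0.7 and for LR vs. SR 0.5.

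A few miRNAs took most of the counts. The most abundant was ptc-miR159a with 120711 counts, or 21.1% of all counts, followed by ptc-miR396c with 18.4% and ptc-miR396a with 14.8%. The last 2 belong to one family and may share reads. Summed over its members, the miR396 family held 35.5% of all counts. The share of ptc-miR159a was 22.7% ± 1.78 in CR, 23.1% ± 3.82 in SR and 15.6% ± 4.33 in LR (SD, n = 3 each). It fell in LR vs. CR with an exact permutation p-value of 0.1, the smallest this design can give, or 0.3 after adjustment over the 3 comparisons. The exact p-value was 1 for SR vs. CR and 0.2 for LR vs. SR. With TMM factors, the LR libraries no longer all lay below the CR libraries for ptc-miR159a. Its log2 fold change in LR vs. CR was then -0.38 ± 0.45 (SE), with an adjusted p-value of 0.881 in edgeR's test. The separation of LR from CR thus depended on the normalisation.

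Predicted miRNAs held 13.3% ± 5.01 of the counts in CR, 18.2% ± 11.7 in SR and 20.2% ± 10.1 in LR (SD, n = 3 each). The groups did not differ beyond the spread between replicates, with exact permutation p-values of 0.7 (SR vs. CR), 0.5 (LR vs. CR) and 0.5 (LR vs. SR), each 0.7 after adjustment. The spread in the treated groups came from one library in each. The share was 31.6% in SR replicate 3 (Wilson interval 31.3% to 32.0%) and 31.7% in LR replicate 3 (31.2% to 32.2%), whereas the other 7 libraries lay between 8.74% and 18.7%.

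Next, the libraries were compared over the 97 filtered miRNAs. To see whether a library had been deposited more than once, the counts of each pair in a group were compared with counting noise alone, which separate plants exceed at these depths. The smallest chi-square per degree of freedom was 14.2, between CR replicates 1 and 2, so that no pair agreed within counting noise, and the 9 libraries were treated as separate samples as the labels have them. Spearman's rho between libraries of one group, taken across miRNAs, ranged from 0.944 to 0.967 in CR, from 0.828 to 0.931 in SR and from 0.842 to 0.859 in LR. The lowest agreement with the rest was that of SR replicate 3, with a mean rho of 0.792, and its closest library was LR replicate 3 with a rho of 0.899. The mean Euclidean distance was 13.9 within groups and 14.96 between groups. The difference of 1.03 had an exact permutation p-value of 0.0964 (one-sided, 280 splits) over all splits. Over the 36 splits that kept 1 library of each replicate number per group (replicate block), it was 0.0278, an alternative chosen after seeing the data. The pairing is taken from the labels, and the correlation of same-numbered libraries had a mean of 0.12. Whether libraries of a group were closer to one another thus depended on the splits they were set against. The difference depended on single libraries. It was -0.26 with an exact permutation p-value of 0.546 without CR replicate 1, and 2.35 with an exact permutation p-value of 0.0464 without SR replicate 1.

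**Figure D1:**
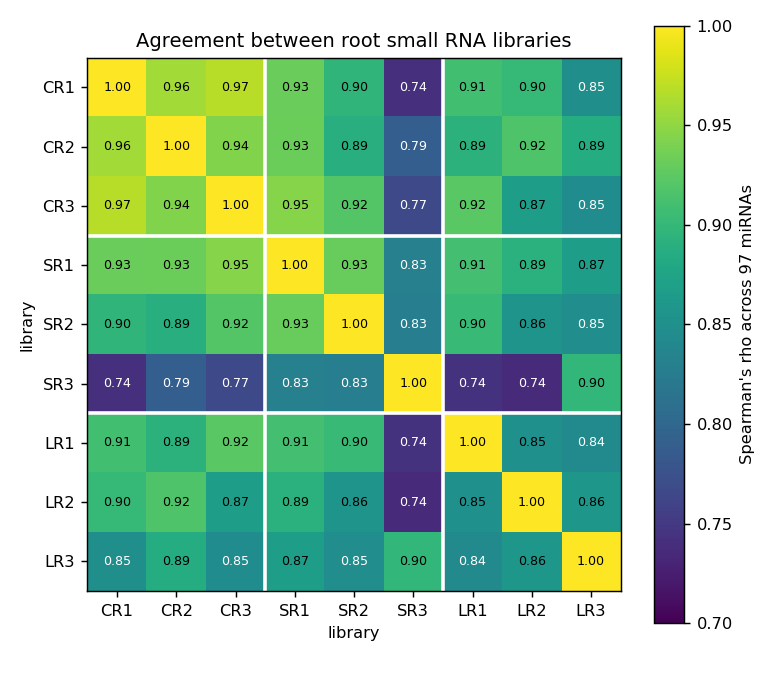
Heat map of Spearman's rho between every pair of the 9 root libraries (both axes: libraries, ordered by group; colour and printed number: rho across 97 miRNAs). SR replicate 3 had the lowest mean rho, 0.792, and was closest to LR replicate 3.

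The groups were then compared miRNA by miRNA to find those responsive to ABA. The common biological coefficient of variation was 53.7%, and the median standard error of a log2 fold change was 0.62 in SR vs. CR. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 97 miRNAs were changed after 1 day of ABA (SR vs. CR). The lowest adjusted p-value was 0.246, and 11 miRNAs had an unadjusted p-value of at most 0.05, 7 upregulated and 4 downregulated, where 4.85 would be expected by chance. After 4 days (LR vs. CR), 0 miRNAs were changed, the lowest adjusted p-value was 0.617, and 7 miRNAs, 5 upregulated and 2 downregulated, had an unadjusted p-value of at most 0.05. Between the treatment times (LR vs. SR), 0 miRNAs were changed, with a lowest adjusted p-value of 0.166 and 11 miRNAs at an unadjusted p-value of at most 0.05, 9 upregulated and 2 downregulated. The directions of unadjusted calls differed between edgeR and DESeq2, which differ in the normalisation as well as in the test. For ptc-miR477a-5p in LR vs. CR, the log2 fold change was 0.98 in edgeR, 0.76 with RLE factors and 0.76 with DESeq2. For ptc-miR390a in that comparison it was -1.40, -1.62 and -1.61. These 2 fold changes thus moved with the normalisation. The directions of unadjusted calls were not counted with RLE factors. In alternatives chosen after seeing the data, DESeq2 on all 9 libraries gave 9 upregulated and 4 downregulated in SR vs. CR. It gave 1 and 5 in LR vs. CR, and 5 and 9 in LR vs. SR. On only the 2 groups compared without the filter, DESeq2 gave 12 and 5, 5 and 6, and 6 and 2. In edgeR, the union of changed miRNAs over the 3 comparisons was 0. The test for any difference among the 3 groups also gave 0 miRNAs, with a lowest adjusted p-value of 0.343 and 11 at an unadjusted p-value of at most 0.05.

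These counts depended on whether the spread between replicates entered the test. Fisher's exact test on counts summed over each group, an alternative chosen after seeing the data that compares the summed libraries and not the treatments, gave 21 miRNAs in SR vs. CR, 18 in LR vs. CR and 25 in LR vs. SR. Among the tests that used the replicates with the adjusted threshold, the largest shift came from dropping the filter on low counts, which gave 6, 1 and 1 miRNAs. In simulated data with the spread of these libraries, a true log2 fold change of 2 was recovered in 40.2% of cases and one of 1 in 1.75%. Changes of that size were therefore mostly not detectable with 3 libraries per group.

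**Figure D2:**
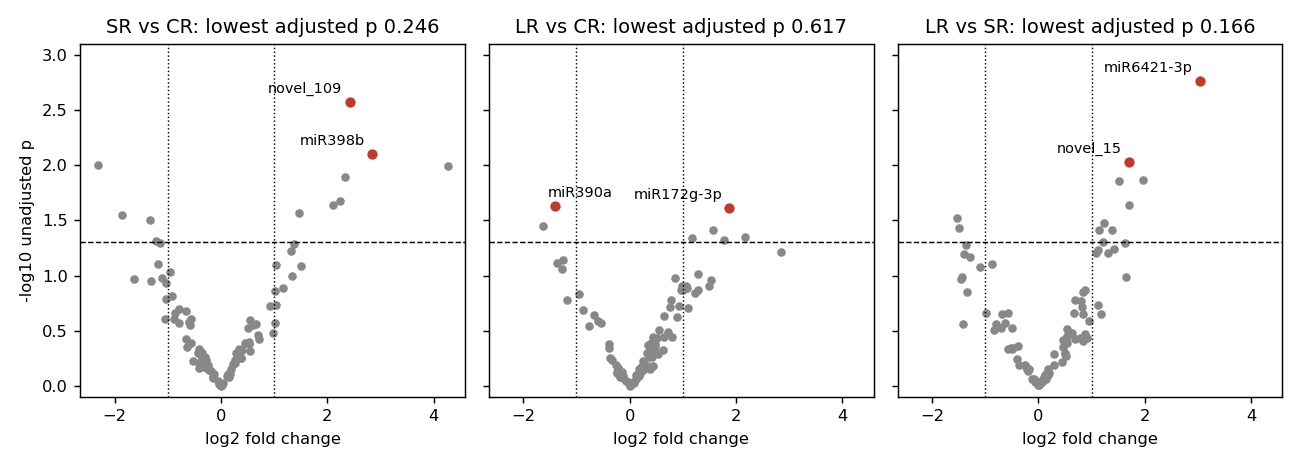
Each panel plots 97 miRNAs as points for one comparison (x axis: log2 fold change; y axis: -log10 of the unadjusted p-value from edgeR); dotted lines mark log2 fold changes of 1 and -1, the dashed line an unadjusted p-value of 0.05, and red points the 2 miRNAs with the smallest p-values. The lowest adjusted p-values were 0.246, 0.617 and 0.166, so no point passed the adjusted threshold.

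The groups carry the same replicate numbers in the labels. The study describes 3 individual pots for each treatment group and names no matching of pots between groups. Same-numbered libraries therefore need not be pairs. The deviations of libraries from their group means correlated across miRNAs with a mean r of 0.12 over the 9 pairs of same-numbered libraries and of -0.06 over the 18 pairs with different numbers. The same-numbered pairs ranged from -0.30 (CR and SR replicates 2) to 0.68 (SR and LR replicates 3). Between SR and LR the mean r was 0.38 over the 3 same-numbered pairs, all of them above 0, and -0.20 over the 6 others. Between CR and SR it was -0.08 against 0.04, and between CR and LR 0.05 against -0.03. With the replicate number as a block, a pairing taken from the labels, edgeR called 0 miRNAs in SR vs. CR, 0 in LR vs. CR and 1 in LR vs. SR, against 0, 0 and 0 without it, and the coefficient of variation was 46.9% against 53.7%. The miRNA was ptc-miR6421-3p, with a log2 fold change of 3.12 and an adjusted p-value of 0.0416.

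In SR vs. CR, the 2 miRNAs with the smallest p-values were novel_109 and ptc-miR398b. The abundance of novel_109 was 495 ± 41.0 TPM in CR and 2492 ± 1645 TPM in SR (SD, n = 3). Its log2 fold change was 2.42 with a standard error of 0.66 and an adjusted p-value of 0.246 in edgeR's test. The 3 SR libraries held 51, 271 and 212 counts and the 3 CR libraries 19, 21 and 35. For ptc-miR398b the abundance was 186 ± 177 TPM in CR and 1134 ± 1019 TPM in SR (SD, n = 3), with a log2 fold change of 2.84 ± 0.92 (SE) and an adjusted p-value of 0.246. Both passed the threshold under DESeq2 on all 9 libraries, with adjusted p-values of 0.02 and 0.0351. Without SR replicate 3, in edgeR, the log2 fold change of novel_109 was 1.88 (adjusted p-value 0.301) and that of ptc-miR398b was 1.58 (adjusted p-value 0.513).

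In LR vs. CR, the smallest p-values were those of ptc-miR390a and ptc-miR172g-3p. The abundance of ptc-miR390a was 704 ± 245 TPM in CR, 304 ± 66.6 TPM in SR and 231 ± 49.8 TPM in LR (SD, n = 3). By RT-qPCR, the study reported the miRNA taken as ptc-miR390a down with ABA. In the counts, every treated library lay below every control library for ptc-miR390a. The log2 fold change was -1.14 ± 0.53 (SE) after 1 day, with an adjusted p-value of 0.39, and -1.40 ± 0.55 after 4 days, with an adjusted p-value of 0.617. For ptc-miR172g-3p the log2 fold change in LR vs. CR was 1.88 ± 0.74 (SE), also with an adjusted p-value of 0.617. It rested on few reads, with 2, 2 and 3 counts in CR and 15, 10 and 2 counts in LR.

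In LR vs. SR, ptc-miR6421-3p and novel_15 ranked first. The abundance of ptc-miR6421-3p was 384 ± 52.3 TPM in CR, 72.2 ± 66.2 TPM in SR and 576 ± 274 TPM in LR (SD, n = 3). Its log2 fold change was 3.03 ± 0.78 (SE) with an adjusted p-value of 0.166. The SR libraries held 5, 1 and 8 counts and the LR libraries 46, 14 and 28, so its value in SR was close to the depth limit. The abundance of novel_15 was 3063 ± 1679 TPM in CR, 1130 ± 266 TPM in SR and 3244 ± 1370 TPM in LR (SD, n = 3), and its log2 fold change in LR vs. SR was 1.70 ± 0.56 (SE) with an adjusted p-value of 0.339.

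Other miRNAs were those that the study measured by RT-qPCR together with their target genes, or that it linked to gibberellin signalling. By RT-qPCR, the study reported the miRNA taken as ptc-miR394a-5p down with ABA. It reported the one taken as ptc-miR408-3p up in SR and down in LR. The abundance of ptc-miR394a-5p was 2300.0 ± 616 TPM in CR, 1253 ± 1056 TPM in SR and 905 ± 356 TPM in LR (SD, n = 3). Its log2 fold change was -0.87 ± 0.68 (SE) in SR vs. CR and -1.27 ± 0.69 in LR vs. CR, with adjusted p-values of 0.655 and 0.617. In SR it ranged from 160 TPM in replicate 3 to 2268 TPM in replicate 1. The log2 fold change of ptc-miR394a-5p in SR vs. CR was -0.38 without SR replicate 3 and -1.48 without SR replicate 1. For ptc-miR477a-5p the abundance was 857 ± 140 TPM in CR, 959 ± 646 TPM in SR and 1503 ± 100 TPM in LR (SD, n = 3). All LR libraries lay above all CR libraries, with a log2 fold change of 0.98 ± 0.60 (SE) and an adjusted p-value of 0.617, and the change after 1 day was 0.17 ± 0.60 with an adjusted p-value of 0.877. For ptc-miR408-3p, which had at most 20 counts in a library, the log2 fold change was 1.501 ± 0.80 (SE) in SR vs. CR and 0.07 ± 0.91 in LR vs. CR, with adjusted p-values of 0.467 and 0.976. None of these fold changes passed the adjusted threshold in edgeR's test, which estimated the spread over all 9 libraries. In LR vs. CR the libraries of the 2 groups did not overlap for ptc-miR394a-5p and ptc-miR477a-5p. The adjusted p-values therefore do not place these differences within the spread of their own replicates.

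Finally, ptc-miR395a and ptc-miR530b did not reach the count filter. Replicates 1, 2 and 3 held 0, 2 and 2 counts of ptc-miR395a in CR, 6, 0 and 4 in SR, and 17, 2 and 12 in LR. For ptc-miR530b they held 3, 3 and 2 counts in CR, 1, 0 and 0 in SR, and 14, 1 and 1 in LR. All SR libraries lay below all CR libraries for ptc-miR530b. In the edgeR fit without a filter, its log2 fold change was -3.04 ± 1.40 (SE) in SR vs. CR, with an unadjusted p-value of 0.0306 and an adjusted p-value of 0.439, and 3.42 ± 1.34 in LR vs. SR, with values of 0.0111 and 0.209. For ptc-miR395a in LR vs. CR it was 2.60 ± 1.05, with an unadjusted p-value of 0.0135 and an adjusted p-value of 0.588. Neither miRNA passed the adjusted threshold in any of the 3 comparisons of that fit. By RT-qPCR, the study reported miR530b down in SR and up in LR, the directions of SR vs. CR and LR vs. SR here. The discussion of the study instead describes a rise followed by a decline.

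**Figure D3:**
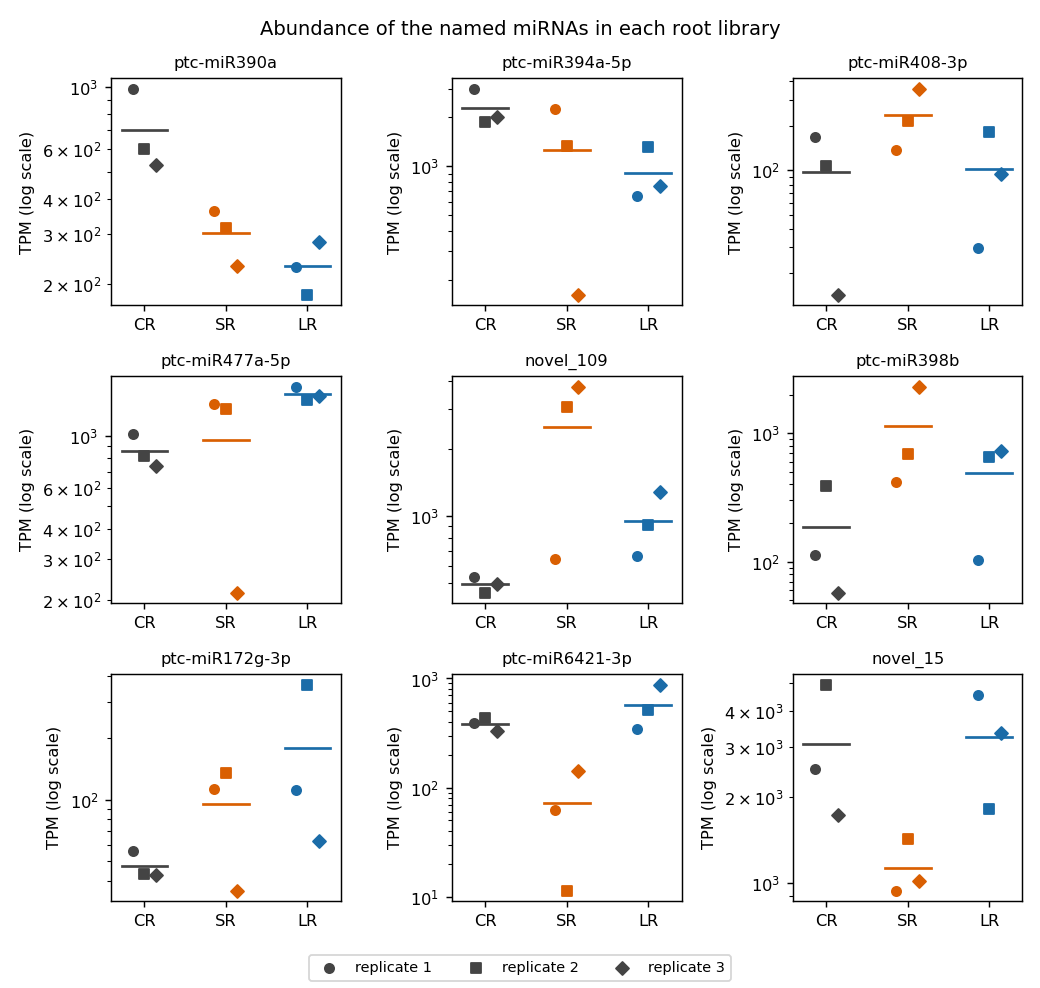
Abundance of 9 named miRNAs in each library (x axis: group; y axis: TPM on a log scale; circles, squares and diamonds: replicates 1, 2 and 3; horizontal lines: group means, n = 3). In SR, replicate 3 lay far below the other libraries for ptc-miR394a-5p (160 TPM) and ptc-miR477a-5p (214 TPM), and above them for ptc-miR398b (2300.0 TPM).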

Values the study reported

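The study reported 33 miRNAs with altered expression in roots under ABA, of which 17 were known and 16 were predicted. After one day of ABA it counted 15 altered miRNAs in roots, 9 after 4 days, and 15 between the 4-day and the one-day treatment. Across roots and stems it identified 154 known and 101 predicted miRNAs. The study also measured randomly selected changed miRNAs of each comparison by RT-qPCR. It stated that all of these results matched the sequencing.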

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

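Of the tests of this pattern, both of the TMM factors were chosen after the result had been seen. For ptc-miR6421-3p, all 3 SR libraries lay below the control mean and all 3 LR libraries lay above it, by -2.53, -5.08 and -1.13 in SR and 0.21, 0.25 and 1.41 in LR on log2(CPM + 1). This arrangement drew attention to it. The fall after 1 day had a log2 fold change of -2.32 ± 0.78 (SE) in SR vs. CR, with an unadjusted p-value of 0.00993 and an adjusted p-value of 0.246 in edgeR's test. With limma voom, a test chosen after seeing the data, the fall was -3.29 with an adjusted p-value of 0.0163. It was not among the calls of DESeq2 on all 9 libraries in that comparison. The rise after 4 days was not borne out, at 0.72 ± 0.70 in LR vs. CR with an unadjusted p-value of 0.323 and an adjusted p-value of 0.846. LR vs. SR tests whether the changes at the 2 times differ, not whether they run in opposite directions, and gave a log2 fold change of 3.03, an unadjusted p-value of 0.00171 and an adjusted p-value of 0.166 in edgeR's test. Without TMM factors the log2 fold change of LR vs. SR was 3.02, so the normalisation did not make the difference between the times, but that contrast leaves out the controls. Without the factors LR replicate 1 lay at -0.16 from the control mean, below it, so that the arrangement around the control depended on the normalisation. With every library drawn down at random to the smallest total, the arrangement held in 67.4% of 1000 draws and was lost in the rest. Drawing down adds counting error, so the draws cannot tell whether unequal depth made the arrangement. The difference between the times passed the adjusted threshold in 5 of 27 alternatives and did not in the other 22. The adjusted p-value was 0.0416 with the replicate block in edgeR, 0.0234 with DESeq2 on all 9 libraries, 0.0188 in edgeR without SR replicate 3, and, in tests chosen after seeing the data, 0.0093 with limma voom and 2.33e-16 with Fisher's exact test on pooled counts, which ignores the spread between replicates. For the arrangement around the control, the normalisation and the number of miRNAs looked at remain explanations, and unequal depth was not excluded. Of the 97 tested miRNAs, 2 moved in opposite directions in this way, and 36 of 108 assignments of the libraries to groups, each with 1 library of every replicate number per group, gave at least 2. This count takes the signs and not the size of the changes. The arrangement of signs may therefore be one that chance supplies among 97 miRNAs, and it cannot be told apart from an effect of the normalisation. The difference between the times did not pass in most settings. Reads shared with related sequences and GC content were not tested.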

How the results depend on the processing

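The alternatives were fixed before the data were examined, except unadjusted p-values, DESeq2 without the filter, library sizes summed over the 97 tested miRNAs, counts summed by family, limma voom, Fisher's exact test on pooled counts, the scales of the correlations and the replicate block in the distance test. These were chosen after seeing the data, some of them because the count of 0 was lower than in the study, so that a higher count among them is no independent evidence.

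The count of changed miRNAs stayed at 0 in all 3 comparisons, their union and the 3-group test without TMM factors, with RLE factors, with clean or mapped reads as library size, with a library size that left out ptc-miR159a, with 10 counts required in every library, with filterByExpr, with library sizes summed over the 97 tested miRNAs, with limma on TPM, with the robust fit and with counts summed by family. The same held, where defined, for fits to only the 2 groups compared in edgeR and for the other fold-change thresholds. The unadjusted counts under the reported setting were 11, 7 and 11.

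Without a filter, edgeR called 6 miRNAs in SR vs. CR, 1 in LR vs. CR and 1 in LR vs. SR (7 in the union, 5 in the 3-group test). DESeq2 on all 9 libraries called 2 in SR vs. CR and 1 in LR vs. SR (union 3). It called 3 in SR vs. CR (union 3) on only the 2 groups compared, on those groups without the filter and on all libraries without the filter. The replicate block gave 1 in LR vs. SR (union 1). Voom with quality weights gave 1 in SR vs. CR, 1 in LR vs. SR, 1 in the union and 1 in the 3-group test. Pooled counts gave 21, 18 and 25 (union 41). At unadjusted p-values edgeR gave 11, 7 and 11 (union 24, 3-group test 11) and DESeq2 gave 13, 6 and 14 (union 23, 3-group test 13), or 17, 11 and 8 (union 29) on only the 2 groups compared without the filter. Across the 9 fits that each left out one library, the counts ranged from 0 to 1 in SR vs. CR, in LR vs. SR, in the union and in the 3-group test, and stayed at 0 in LR vs. CR. The cause of these shifts was not tested.

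Of 345 refits of the 13 named fold changes, 302 kept their direction and their side of the threshold, 24 became significant and 19 reversed. For ptc-miR408-3p in LR vs. CR the log2 fold change was -0.0472 without TMM factors, -0.12 with RLE factors, -0.12 with mapped reads, -0.17 without ptc-miR159a in the library size, -0.0634 with library sizes summed over the tested miRNAs, -0.0603 without a filter and -0.00397 with filterByExpr. With DESeq2 it was -0.0985 on all libraries, -0.0781 on 2 groups, -0.0389 on all libraries without the filter and -0.0272 on 2 groups without the filter. It was -0.23 with edgeR on 2 groups and -0.35 on pooled counts, and ranged from -0.61 to 0.51 when one library was left out. For ptc-miR394a-5p in SR vs. CR it was 0.22 with clean reads. For ptc-miR477a-5p in SR vs. CR it was -0.23 with limma and ranged from -0.0385 to 0.61 when one library was left out. The cause of these reversals was not tested.

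The choice of the miRNAs with the smallest p-values depended on the library size. Summed over the 97 tested miRNAs, it put novel_25 in place of ptc-miR172g-3p in LR vs. CR (log2 fold change -1.83, adjusted p-value 0.722 in edgeR's test) and novel_19 in place of novel_15 in LR vs. SR (-1.76, adjusted p-value 0.317), while the first-ranked miRNAs stayed the same. With a prior count of 1 read in place of log2(CPM + 1), a scale used first, the mean r of same-numbered libraries was 0.14 and that of SR and LR replicates 3 was 0.77.

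The number of detected miRNAs per library fell to 82.7 in CR, 87.7 in SR and 84.7 in LR at a minimum of 10 counts, and to 160.0 in CR and 145 in SR at equal depth. The distance between minus within groups ranged from -0.26 to 2.35 when one library was left out, with an exact permutation p-value of 0.0464 at the highest (without SR replicate 1), and among splits that kept 1 library of each replicate number per group (replicate block) the value of 1.03 had an exact permutation p-value of 0.0278. The share of ptc-miR159a is the same on the TPM scale by construction. When one library was left out, it ranged from 21.6% to 23.3% in CR, from 21.5% to 25.2% in SR and from 13.3% to 17.6% in LR. The share of predicted miRNAs fell to 11.5% in SR without SR replicate 3 and to 14.5% in LR without LR replicate 3. The share of predicted miRNAs was 17.2% in CR, 24.0% in SR and 23.6% in LR without ptc-miR159a in the total. Depth limited ptc-miR395a and ptc-miR530b, which did not reach the filter. In simulated data, 10 times the depth raised the recovery of a log2 fold change of 2 only from 40.2% to 51.2%.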

Other observations

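In this part, the tests of a batch, of a mislabelled sample and of all counts over splits by replicate number were chosen after the results had been seen.

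The count of changed miRNAs here was 0 in SR vs. CR, 0 in LR vs. CR, 0 in LR vs. SR and 0 in the union. Those are lower than the values quoted from the study above. For the 0 calls, the comparison with other splits is empty, since every split gives at least 0: this held for all 4 splits of the 6 libraries that part the same-numbered pairs in SR vs. CR, all 4 in LR vs. CR and all 4 in LR vs. SR, and for all 36 such splits of the 9 libraries in the union and in the 3-group test. The unadjusted counts carried more information. Over all 10 splits of 6 libraries, which also include 6 that part fewer same-numbered pairs, 1 gave as many as the real one in SR vs. CR, 3 in LR vs. CR and 4 in LR vs. SR, each time with the real one included. In the 3-group test, 11 miRNAs had an unadjusted p-value of at most 0.05, and only 1 of 36 splits with one library of each replicate number per group, the real one, gave as many. The other 35 gave 0 to 9. The union of unadjusted calls was 24, and again only 1 of the 36 splits, the real one, gave as many, against 2 to 17 in the others. Within these splits, the counts may reflect group differences in several miRNAs, none of which passed adjustment. All unadjusted calls in the 3 comparisons had an absolute log2 fold change of at least 1. These 36 splits never put SR replicate 3 and LR replicate 3 in one group, so they leave out that contrast. In simulated data a true log2 fold change of 1 was recovered in 1.75% of cases.

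Splits drawn without regard to replicate number looked different. Of 100 splits drawn from the 280, 21 gave at least 11 miRNAs, the real one included, and all 20 others put SR replicate 3 and LR replicate 3 in one group. Only 28 of the 100 drawn splits did so, and the largest count was 19. Drawn splits with these 2 libraries in one group gave up to 4 miRNAs after adjustment, against 0 for the real split. The contrast between these 2 libraries and the rest may thus be as large as that between the treatments, or larger.

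SR replicate 3 and LR replicate 3 deviated from their group means in the same direction, with an r of 0.68 across the 97 miRNAs, which are not independent, and with the same sign in 73 of 97. Against the other libraries of its group, novel_16 was higher by 4.37 in SR replicate 3 and by 4.88 in LR replicate 3 on the log2 scale, novel_3 by 2.66 and 2.24, and novel_1 by 2.78 and 2.04, while ptc-miR403a differed by -3.35 and -2.00. In turn, novel_70 differed by -6.81 and -3.24, novel_13 by -3.44 and -2.66, and ptc-miR6457a by 2.28 and 2.44. Predicted and known miRNAs thus both moved in either direction. Depth did not explain the shared deviation, since r was 0.59 with every library drawn down to the smallest total (pseudocount of 1 CPM). A pseudocount of 1 read, used first and replaced after its value was seen so that all of these tests shared one scale, gave 0.74. On the scale of 1 CPM, r was 0.63 without the 6 most abundant miRNAs, which held 67.99% of the counts, 0.69 without TMM factors, and 0.81 over the 55 miRNAs with at least 10 counts in every library. A batch of all libraries numbered 3 was not borne out either, as CR replicate 3 correlated with these 2 at a mean r of -0.12. A stronger response to ABA in these plants is a candidate explanation that its test could not decide. The deviation of LR replicate 3 correlated at -0.00997 with the change of the other SR libraries from CR. This gave no sign of a stronger 1-day response in LR replicate 3. It did not cover SR replicate 3 or the 4-day response, so the explanation stays open for the pair. The test of a mislabelled sample decided nothing. The mean Spearman's rho of LR replicate 3 with its own group minus that with SR was -0.021, but the SR mean includes SR replicate 3 and was 0.857 without it against 0.851 for its own group, and 5 of the 6 treated libraries were closer to CR than to their own group. GC content, contamination and RNA from other tissue were not tested. The shared deviation therefore cannot be told apart from a technical difference, and a sample mix-up was left untested in effect.

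The effect of SR replicate 3 on the tests was measurable. Leaving it out lowered the coefficient of variation from 53.7% to 45.4%, the largest drop among the 9 libraries, and raised the log2 fold change of ptc-miR6421-3p in LR vs. SR from 3.03 to 3.90 (adjusted p-value 0.0188 in edgeR's test). Leaving out SR replicate 1 instead made novel_109 pass in SR vs. CR, with a log2 fold change of 3.06 and an adjusted p-value of 0.0083. Which miRNA passed thus depended on which SR library was kept. Both miRNAs ranked first in SR vs. CR may partly follow the deviation of SR replicate 3. Against the other SR libraries, that library was higher by 2.43 for ptc-miR398b and by 1.76 for novel_109 on the log2 scale, and without it their log2 fold changes fell from 2.84 to 1.58 (adjusted p-value 0.513) and from 2.42 to 1.88 (adjusted p-value 0.301).

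Without the filter, edgeR called 6 miRNAs in SR vs. CR. These were novel_16, novel_109, novel_3, novel_92, novel_99 and ptc-miR398b, which had 304 to 23480 counts in all 9 libraries together. All of them also passed the filter, so that they were not themselves miRNAs with low counts. The fit without the filter took in 238 miRNAs in place of 97. Whether the added miRNAs with low counts led to these calls was not tested. For novel_16 the log2 fold change was 4.28 ± 0.74 (SE) without the filter and 4.26 ± 1.43 with it, with adjusted p-values of 2.72e-06 and 0.246 in edgeR's test. The filter thus changed the error more than the fold change for this miRNA. The only miRNA called without the filter in LR vs. CR and in LR vs. SR was novel_95, which had 45 counts in all 9 libraries together, 39 of them in LR replicate 2. It did not reach the filter of 10 counts in 3 libraries.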
